A study of Setaria viridis with 5 samples.

How the data were processed

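Single-cell RNA sequencing was done on protoplasts, plant cells freed of their walls by enzymes, from the middle section of leaves of 4-week-old plants of Setaria viridis, a C4 grass. Per the labels' protocols, cells were loaded on a 10x Genomics Chromium chip and libraries were made with the Single Cell 3′ kit, which tags each captured RNA molecule with a cell barcode and a unique molecular identifier (UMI). The 5 samples fell into 2 groups by the genotype given in the labels: wild type (3 replicates) and shr2 (2 replicates), which the series' design describes as a CRISPR loss-of-function mutant of the transcription factor SHORT ROOT. The labels' protocol speaks of 3 independent replicates per genotype, and a further shr2 replicate was not analysed here.

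The deposited files of each sample were a list of barcodes, a list of 35214 genes and a sparse matrix of UMI counts per gene and cell. Per the file headers, the authors' matrices were written by cellranger 5.0.1, which aligns reads, collapses those with the same barcode, UMI and gene into 1 count, and keeps barcodes it takes for cells. The counts are whole numbers and were not normalized. The genome build, the alignment settings and the rule for calling cells are not stated in the headers or labels. The lowest UMI count of a barcode was 500 in 1 library and 501 or 502 in the others, so the planned minimum of 500 UMIs removed no cell. Because a gene's reads come from its 3′ end, the counts of overlapping genes or near-identical gene copies can be split or merged by the counting, and such genes were not set apart here.

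Gene identifiers (Sevir, version 1.1) came without names in the files. The gene table used here, from RefSeq for the assembly Setaria_viridis_v4.0, held 34587 genes under other identifiers, and 0 of the 35214 identifiers matched it. No gene was therefore given a name. The plans to report the targeted gene in every sample, a fixed list of C4 genes, gene sets by product, and mesophyll-like, bundle-sheath-like and other cell classes named by markers could not be carried out. Clusters are reported by number, and the planned exclusion of marker and C4 genes from the clustering could not be applied. The check of the genotype labels by the targeted gene was likewise not done.

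Doublets, barcodes that hold more than 1 cell, were scored with Scrublet in scanpy 1.11.5 within each library, on genes seen in at least 3 cells and with an assumed rate of 6%. The caller's automatic threshold marked at most 0.127% of the cells of a library, under the 0.5% taken as a sign that it had not worked. In its place, the highest-scoring cells of each library were removed, 0.8% per 1000 cells recovered. This rule was chosen after the data were seen. It removed 2094 of 34296 barcodes and kept 32202.

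For clustering, counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen across libraries, and each gene was centred within each library and scaled to unit variance (clipped at 10). The first 30 principal components gave 15 nearest neighbours per cell, weighted by shared neighbours, and the Leiden method (leidenalg 0.10.2, igraph 0.11.9) split the graph at resolution 1. An alternative graph with 3 neighbours from every library was added after the data were seen, because many clusters of the initial clustering held cells of few libraries.

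Cells were not used as replicates. Raw counts were summed over all kept cells of a library, and over the cells of a cluster where every library had at least 50 cells of it. The sums were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM normalization, estimateDisp, glmQLFit and glmQLFTest, with shr2 against wild type as the only term and Benjamini-Hochberg adjustment over the genes of a fit. The threshold was an adjusted p of 0.05. Standard errors of log2 fold changes were taken as the fold change divided by the square root of F. Whether genotype effects differ between clusters was tested on the cluster sums with library as a block, cluster, and the cluster-by-genotype term. This took the place of the planned contrast of bundle sheath with mesophyll. Counts per 1000000 (CPM) use the TMM-scaled library totals, except in the comparison of libraries, which uses plain totals.

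Libraries were compared over the 7299 genes with a mean of at least 10 CPM, by the SD over genes of the difference in log2(CPM + 1), by chi-square per degree of freedom of their counts, and by principal components. In a test added after the distances were seen, the same number of cells was drawn from each library and every cell was thinned to the lowest library median of UMIs per cell. Depth, cell numbers and cluster shares were compared with exact permutation tests, two-sided, of the difference of means. With 3 against 2 libraries there are 10 splits, so no exact p can be below 0.1.

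The rule for naming genes, set before the data were examined, took from each fit up to 5 genes per direction with the largest fold change among those past the threshold, with a mean of at least 10 CPM and no overlap between the genotypes. It gave 1 gene per direction. A gene per direction from the sums over all cells was named as well, with the smallest p among genes of at least 10 CPM and no overlap. These were chosen after their values were seen.

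Alternatives fixed before the data were examined were DESeq2 1.42.0, no filter on low counts, a minimum mean of 10 CPM, library totals without TMM, the replicate number as a block, leaving out each replicate in turn, doublets kept, a minimum of 1000 UMIs per cell, Leiden resolutions of 0.5 and 2, no centring within libraries, no library block in the cluster-by-genotype term, and edgeR on cells per cluster. Added afterwards were a block for 2 sets of libraries seen in their distances, wild-type replicates 2 and 3 summed to 1 sample, both together, and the graph with 3 neighbours from every library, alone or with either block.

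The fits were tested on simulated counts with the real genes, means and library sizes and 200 genes changed by a log2 fold change of 1, 2 or 3 in size. For the sums over all cells (18827 genes), 71 of the 196 changed genes tested were called (0 of 64 at a size of 1, 30 of 66 at 2, 41 of 66 at 3), with 7 false calls. With the real differences between the 2 sets of libraries added to the simulation, 28 of 197 were called without a block, and 170 of 197 with the sets as a block, with 14 false calls. Inside the 6 clusters, 42.7% to 62.2% of the changed genes tested were called, with 6 to 20 false calls per cluster. For the cluster-by-genotype term (12655 genes), 111 of 200 genes changed by 2 in 1 cluster were called, with 8 false calls. False calls were thus more than the nominal 5% of all calls in every simulated fit with false calls. The counts of all libraries were drawn independently, so the simulations did not hold the closeness of wild-type replicates 2 and 3. Their recovery and false calls need not apply to the real fits, with or without the sets as a block.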

Results

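Single cells from leaves of wild-type and shr2 plants of Setaria viridis were profiled to ask how loss of the transcription factor SHORT ROOT alters the cell identities of a C4 leaf. The wild type was represented by 3 libraries and shr2 by 2. Wild-type replicates 1, 2 and 3 held 8400, 5222 and 4730 barcodes with 86869180, 52122833 and 45450710 UMIs. The shr2 replicates 1 and 2 held 10673 and 5271 barcodes with 76736245 and 62373961 UMIs. The median number of UMIs per barcode was 9788, 10120 and 9734 in wild-type replicates 1, 2 and 3. It was 6837 in shr2 replicate 1 and 11123 in shr2 replicate 2. The median number of genes detected per barcode lay between 2194 and 2677.

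After removal of the highest-scoring doublets, 7836, 5004 and 4551 cells were kept in wild-type replicates 1, 2 and 3, and 9762 and 5049 cells in shr2 replicates 1 and 2. The number of kept cells was 5797 ± 1780 (SD, n = 3) in the wild type and 7406 ± 3333 (SD, n = 2) in shr2 (exact permutation test, two-sided, p = 0.5). The UMIs of kept cells summed to 56286282 ± 18130320 (SD, n = 3) and 62589540 ± 5978062 (SD, n = 2) per library (exact permutation test, two-sided, p = 0.8). The median number of UMIs per kept cell was 9691 ± 236 (SD, n = 3) and 8805 ± 3052 (SD, n = 2) (exact permutation test, two-sided, p = 0.7). In each of these measures the libraries of the genotypes overlapped, and the smallest p that 3 against 2 libraries allow is 0.1.

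The libraries did not group by genotype. Over 7299 genes, the SD of the log2 CPM ratio was smallest between wild-type replicates 2 and 3, at 0.121. It was 0.681 between wild-type replicates 1 and 2 and 0.679 between replicates 1 and 3. Wild-type replicate 1 was closer to shr2 replicate 1 (0.439) and to shr2 replicate 2 (0.547) than to either of the other wild-type libraries. The 2 shr2 libraries were 0.565 apart, and shr2 replicate 2 was 0.453 and 0.462 from wild-type replicates 2 and 3. Wild-type replicates 2 and 3 differed by a chi-square of 12.98 per degree of freedom. This was above the 2.01 to 4.00 found between a library's cells split at random into 2 equal parts, and far below the 234 to 971 of the other 9 pairs. By the SD of log2 ratios, the random parts were 0.120 and 0.138 apart in wild-type replicates 2 and 3. The 0.121 between these libraries was thus not clearly larger. In the other libraries the parts were 0.0782 to 0.112 apart. The random parts hold fewer cells than full libraries, so both comparisons are approximate. Between 8 and 19 barcodes were shared by any 2 libraries. Wild-type replicates 2 and 3 were kept as separate samples, since the labels describe the replicates as independent, and were summed in an alternative. No table tells 2 plant samples from 2 libraries of 1 protoplast preparation. In the latter case the wild type would hold 2 independent samples, and each n = 3 and its SD would overstate the replication.

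The first principal component held 77.03% of the variance. It placed wild-type replicate 1 at 25.3 and shr2 replicate 1 at 39.9, with wild-type replicates 2 and 3 at −31.2 and −31.3 and shr2 replicate 2 at −2.74. The second component, with 15.7% of the variance, separated the genotypes. The wild-type libraries lay at 20.6, 2.80 and 3.79, and the shr2 libraries at −9.12 and −18.1.

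**Figure D1:**
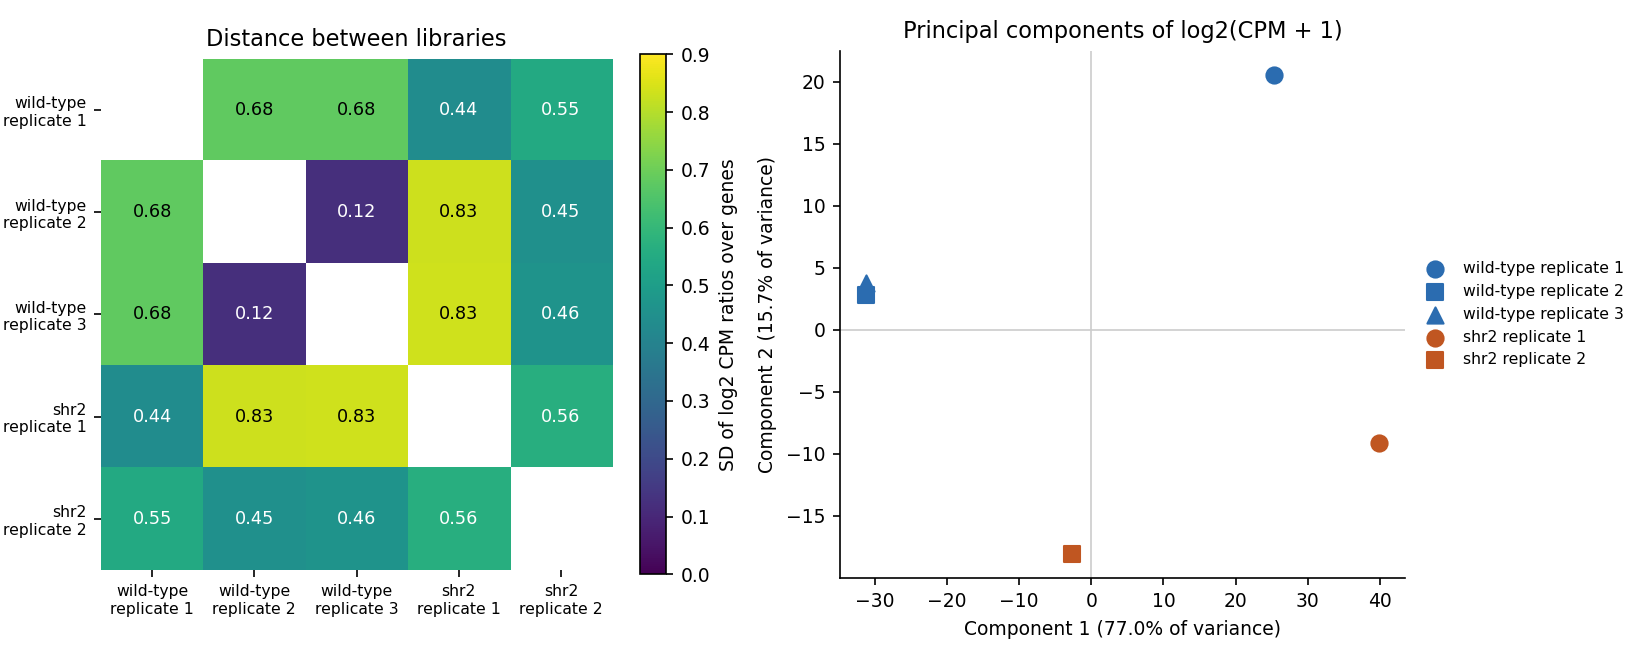
Distances between the 5 libraries (left, SD over 7299 genes of log2 CPM ratios) and their first 2 principal components (right, each axis with its share of the variance; blue points are wild type, orange points shr2). Wild-type replicates 2 and 3 are 0.121 apart and every other pair at least 0.439, and the second component puts the wild-type libraries at 2.80 or above and the shr2 libraries at −9.12 or below.

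The effect of genotype was first tested on counts summed over all kept cells of each library. Of 18827 genes tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 1960 had an unadjusted p under 0.05. The smallest adjusted p was 0.102. The biological coefficient of variation was 0.336. The alternative that moved this result most, a block for 2 sets of libraries defined from their distances after the data were seen, gave 2480 genes, 911 higher and 1569 lower in shr2. Of the alternatives set before the data were examined, DESeq2 gave the most genes, 354, of which 137 were higher and 217 lower in shr2. Among 7277 of the tested genes with a mean of at least 10 CPM, 2091 (28.7%) did not overlap between the genotypes, 1247 higher and 844 lower in shr2. Chance gives 20% with 3 against 2 exchangeable libraries, but 33.3% if wild-type replicates 2 and 3, which lay close together, rank as 1. Neither value allows for the first principal component, along which the libraries did not order by genotype. They thus cannot decide whether the share is an excess.

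The gene with the smallest p among those lower in shr2, without overlap and with at least 10 CPM, was Sevir.9G152200. It had 33.7 ± 1.22 CPM (SD, n = 3) in the wild type and 6.67 ± 0.0855 CPM (SD, n = 2) in shr2. Its counts were 2932, 1457 and 1335 in the wild-type libraries and 498 and 377 in the shr2 libraries. The log2 fold change was −2.34 (SE 0.15), with an adjusted p of 0.102 in edgeR's quasi-likelihood test. Among the genes that were higher in shr2, Sevir.1G183300 had the smallest p. It had 19.3 ± 0.217 CPM (SD, n = 3) in the wild type and 72.4 ± 12.2 CPM (SD, n = 2) in shr2. The log2 fold change was 1.91 (SE 0.16), with an adjusted p of 0.130. Both genes were chosen after their values were seen, and neither passed the threshold over all genes. DESeq2 gave them adjusted p-values of 3.16e-30 and 8.92e-14. Over the 13 alternatives with an adjusted p, the values ranged from 3.16e-30 to 0.781 for Sevir.9G152200 and from 8.92e-14 to 1.00 for Sevir.1G183300.

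**Figure D2:**
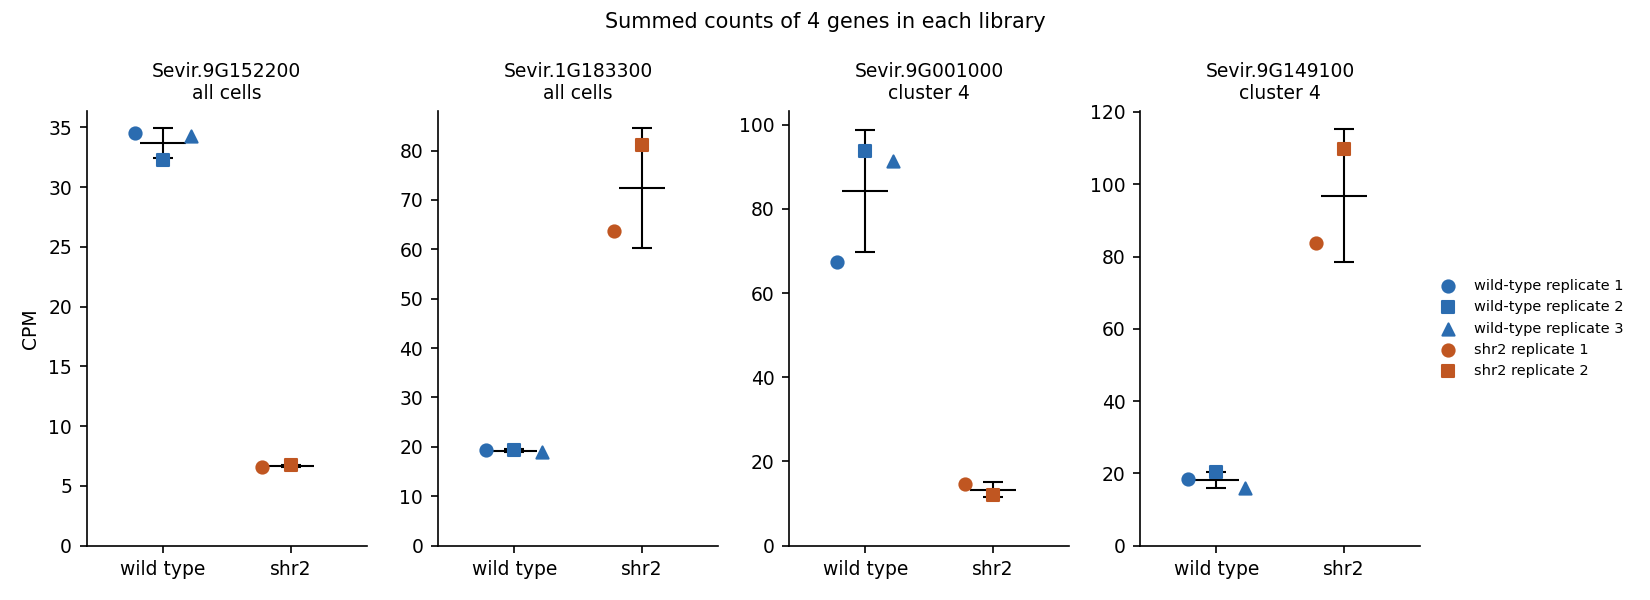
CPM in each library (points; blue wild type, orange shr2) of 2 genes in the sums over all cells and of 2 genes in the sums over cluster 4, with the mean and SD of each genotype (black bars). In each panel the 3 wild-type libraries lie apart from the 2 shr2 libraries, as for Sevir.9G152200 with 33.7 ± 1.22 against 6.67 ± 0.0855 CPM.

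The series' design names several cell identities, so the cells were clustered to compare the genotypes within groups of similar cells. The 32202 kept cells formed 23 clusters, numbered by size. No cluster was named, because the gene identifiers could not be paired with marker genes. Cluster shares varied strongly between libraries of 1 genotype. Cluster 2 held 25.4% and 25.2% of the cells of wild-type replicates 2 and 3, but 0.128% of wild-type replicate 1, 0.0102% of shr2 replicate 1 and 2.30% of shr2 replicate 2. Cluster 1 held 17.5% of wild-type replicate 1 and 0.62% and 0.923% of wild-type replicates 2 and 3, against 24.5% and 10.5% of the shr2 libraries. Such contrasts depended on the clustering. With 3 neighbours from every library, the cluster that best matched cluster 2 held 11.7%, 18.7% and 18.8% of the wild-type libraries. It held 14.6% and 16.2% of the shr2 libraries. Without centring the values were 6.79%, 14.9% and 14.0%, and 6.88% and 15.1%. With the other cluster settings the match held at most 0.276% of wild-type replicate 1. These matches shared only part of their cells with cluster 2.

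The shares of 8 of the 23 clusters did not overlap between the genotypes, 6 higher and 2 lower in shr2. Chance gives 20% of clusters, or 33.3% if wild-type replicates 2 and 3 rank as 1. Neither value allows for the differences between libraries that did not follow genotype, so whether 8 of 23 is an excess was not settled. Shares are also not independent of each other. Cluster 7 held 2.05% ± 2.72 (SD, n = 3) of wild-type cells and 10.1% ± 2.34 (SD, n = 2) of shr2 cells (exact permutation test, two-sided, p = 0.1). Cluster 12 held 4.06% ± 0.566 (SD, n = 3) and 5.80% ± 0.652 (SD, n = 2) (exact permutation test, two-sided, p = 0.1). Cluster 11 held 6.51% ± 1.94 (SD, n = 3) and 3.60% ± 0.769 (SD, n = 2) (exact permutation test, two-sided, p = 0.2). Cells of clusters 11 and 12 were shallow, with a median of 1476 and 2592 UMIs, against 8425 in cluster 7. Both are among the clusters tested for genotype below. With at least 1000 UMIs per cell, the difference in share went from −2.92 to −1.67 points for the best match of cluster 11. For that of cluster 12 it went from 1.74 to 1.38. The smallest p that the design allows was 0.1, reached by 5 clusters, and the smallest Benjamini-Hochberg adjusted p over the 23 clusters was 0.431. In edgeR's quasi-likelihood test on cells per cluster, 0 clusters passed the threshold and the smallest adjusted p was 0.590. At Leiden resolution 0.5, 2 of 14 clusters did not overlap, and the cluster that best matched cluster 12 changed direction. Of the 10 leading genes of each cluster, 230 in all, 0 were past the threshold between the genotypes, and 64 were with the 2 sets of libraries as a block. The leading genes of the clusters tested for genotype below were tested inside their cluster, the others in the sums over all cells. In those sums a cluster's leading genes change when its share does, so calls there cannot tell share from expression. Inside clusters, the sets as a block gave 1 call in cluster 6 and 2 each in clusters 11 and 12. Clusters 4, 10 and 14 gave 0. Whether cluster shares partly reflect expression differences in the genes that define the clusters thus stays open.

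**Figure D3:**
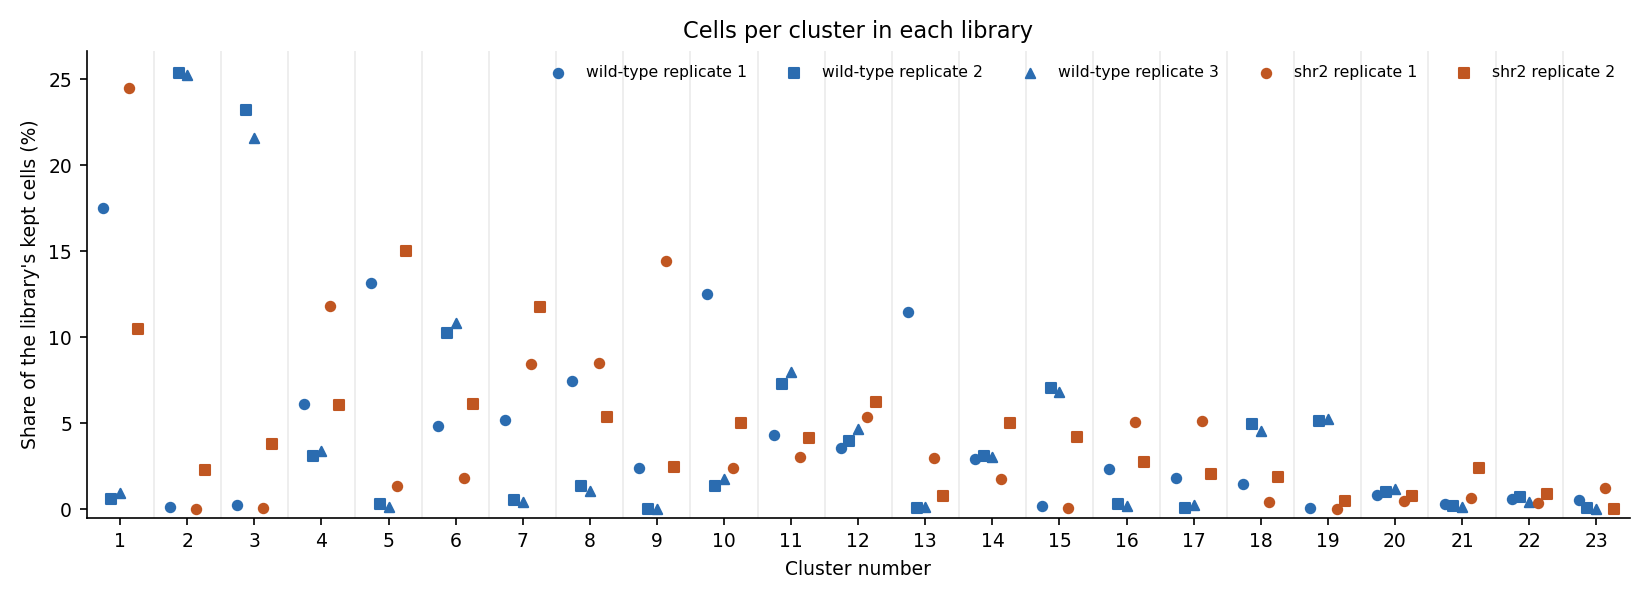
Share of each library's kept cells (vertical axis, percent) in each of the 23 clusters (horizontal axis, cluster number); blue points are the 3 wild-type libraries and orange points the 2 shr2 libraries. Wild-type replicates 2 and 3 lie close together and apart from wild-type replicate 1 in many clusters, as in cluster 2 with 25.4% and 25.2% against 0.128%. In cluster 22 wild-type replicate 1 (0.613%) lies between them (0.719% and 0.440%).

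Only 6 clusters (4, 6, 10, 11, 12 and 14), with 30.4% of the cells, had at least 50 cells in every library and were tested for genotype. Between 6295 and 11814 genes were tested per cluster. In 5 of the 6 clusters, 0 genes passed the threshold, and between 260 and 941 genes had an unadjusted p under 0.05. In cluster 4, 2 of 11814 genes passed. The count over the 6 clusters, 2 in the fit without a block, rose to 748 when low counts were not filtered. It was 19 without wild-type replicate 1 and 0 without wild-type replicate 2 or 3, so the calls depended on both of these libraries.

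Sevir.9G001000 had 84.2 ± 14.6 CPM (SD, n = 3) in cluster 4 of the wild type and 13.3 ± 1.77 CPM (SD, n = 2) in shr2. Its counts there were 278, 138 and 127 in the wild-type libraries and 107 and 42 in the shr2 libraries. The log2 fold change was −2.64 (SE 0.26), with an adjusted p of 0.0487 in edgeR's quasi-likelihood test. Sevir.9G149100 had 18.2 ± 2.30 CPM (SD, n = 3) in the wild type and 96.8 ± 18.4 CPM (SD, n = 2) in shr2, with counts of 76, 30 and 22 and of 615 and 382. Its log2 fold change was 2.40 (SE 0.23), with an adjusted p of 0.0487. Both calls lay just under the threshold. Neither passed without wild-type replicate 2 (adjusted p 0.494 for both) or without wild-type replicate 3 (0.446 for both). Both kept their direction in all 19 alternatives.

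Whether the genotype effect itself differed between the 6 clusters was tested with the cluster-by-genotype term. Of 12655 genes, 6 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 1037 had an unadjusted p under 0.05. The count was 488 when low counts were not filtered, 118 without wild-type replicate 1, and 0 without wild-type replicate 2 or 3.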

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

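The comparison with other splits was written down before its result was seen. The cluster-by-genotype term over numbered clusters took the place of the planned contrast of bundle sheath with mesophyll, once no cell type could be named. The cluster-by-genotype term called 6 of 12655 genes, which is a tested difference in the genotype effect between clusters and the reason for a closer look. If differences between libraries rather than genotype were the source, other splits of the 5 libraries into 3 and 2 would give as many genes. They did: 3 of the 10 splits, the real one included, gave at least 6 genes. The split of wild-type replicate 1 and shr2 replicate 1 from the other libraries gave 42 genes, and the split of wild-type replicates 2 and 3 from the other libraries gave 87. The share of splits cannot go below 1 in 10 in this design. Only 4 of the splits keep the similar wild-type replicates 2 and 3 together, and 3 of these 4, the real one included, gave at least 6 genes. The 6 genes may therefore reflect differences between libraries that vary from cluster to cluster. An effect of genotype that differs between cell types, which the series' design names as its subject, was not excluded and stays open. The labels give no growth, protoplasting or sequencing batch, so such a batch was not tested.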

How the results depend on the processing

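Alternatives with a block for library sets, with wild-type replicates 2 and 3 summed, or with 3 neighbours from every library were chosen after the data were seen. The tests set beforehand for the targeted gene, the C4 list, the gene sets, mesophyll-like and bundle-sheath-like cells and their interaction were not run with any setting, because no gene had a name. With 1 shr2 library left out, only values were computed, no calls.

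For the sums over all cells, 0 genes were called, and 0 also with at least 10 CPM, without TMM, with doublets kept, with at least 1000 UMIs, without each wild-type replicate, and with wild-type replicates 2 and 3 summed. An unadjusted p under 0.05 was reached by 796, 1615, 1974 and 1956 genes in the first 4 of these fits and by 809 in the last. Without wild-type replicate 1, 2 or 3, 5102, 791 and 770 genes had an unadjusted p under 0.05, against 1960 with all libraries. DESeq2 called 354 genes and the fit without a filter 7 (3 higher, 4 lower in shr2). The library sets as a block gave 2480 genes, and 65 (39 higher, 26 lower) once wild-type replicates 2 and 3 were also summed. Of the 354 genes called by DESeq2, 353 were among the 2480, all in the same direction.

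With the replicate number as a block, 56 genes were called over all cells (31 higher, 25 lower in shr2), of which 54 were among the 2480 genes called with the library sets as a block, with the same sign. The labels give the replicates the same numbers but do not say that a number marks a shared day or batch, and only 2 pairs exist. Deviations from the group means correlated across genes at 0.773 between the first replicates and 0.754 between the second, but with 2 shr2 libraries this amounts to 1 comparison. Over the 6 clusters the replicate block gave 952 genes (0 in clusters 4 and 10, where 1583 and 277 had an unadjusted p under 0.05, and 120, 168, 650 and 14 in clusters 6, 11, 12 and 14), and 2442 over 14 clusters with 3 neighbours from every library. That block left 1 residual degree of freedom, and the simulations did not cover it. In edgeR's test on cells per cluster, 0 clusters passed the threshold with and without the replicate block. Of the 230 leading genes of the clusters, 11 were past the threshold between the genotypes with the replicate block. The count was 0 without a block and 64 with the library sets as a block.

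Over the clusters with at least 50 cells in every library, 2 genes were called. The count was 2, the same genes, with at least 10 CPM and without TMM. At resolution 0.5 it was also 2, but both calls were in the best match of cluster 12, and the genes of cluster 4 had an adjusted p of 0.244 in edgeR's test. It was 113 with DESeq2, 748 without a filter, 895 with the library sets as a block, and 891, with other counts per cluster, with wild-type replicates 2 and 3 also summed. It was 0 when these were summed without a block, at resolution 2, with doublets kept and with at least 1000 UMIs, where 2353, 2714, 4137 and 5608 genes over the clusters had an unadjusted p under 0.05. It was 6 without centring, 1 over 14 clusters with 3 neighbours from every library, and 4946 there with the library sets as a block. It ranged from 0 to 19 across the 3 fits that each left out a wild-type replicate (2227 to 7691 at an unadjusted p under 0.05). In the simulations of single clusters without set effects, 42.7% to 62.2% of changed genes were called.

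The cluster-by-genotype term called 6 genes, and 5 with at least 10 CPM. It called 205 with DESeq2's likelihood-ratio test, 488 without a filter, 1 without TMM, 0 without the library block (401 at an unadjusted p under 0.05), 194 at resolution 0.5, 1 at resolution 2, 21 without centring, 16 with doublets kept, 49 with at least 1000 UMIs and 400 with 3 neighbours from every library. The range was 0 to 118 across the fits that each left out a wild-type replicate (522 to 1543 at an unadjusted p under 0.05).

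The number of clusters whose shares did not overlap between the genotypes, 8 of 23, was 2 of 14 at resolution 0.5 and 3 of 23 with doublets kept. It ranged from 8 to 20 when 1 library was left out, where fewer libraries make separation easier. The difference in share of the best-matching cluster changed sign at resolution 0.5 for cluster 12, where it was −1.63 percentage points, and for cluster 20, where it was 0.761. For cluster 7 the difference of 8.07 points was 1.71 at resolution 2, 0.738 without centring and 0.629 with 3 neighbours from every library. It was 12.8 with doublets kept. These matches shared only part of their cells with cluster 7. For cluster 12 it went from 1.74 to 0.373 with 3 neighbours from every library. The difference in total UMIs per library changed sign without wild-type replicate 3, and ranged from −395422 to 16618434 with 1 library left out. Without shr2 replicate 1, the difference in cells changed sign from 1608.5 to −748, and that in median UMIs per cell from −886 to 1272. Apart from the settings named, the causes of these changes were not tested.

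The 4 named genes kept their direction in every alternative. Sevir.9G152200 ranged from −2.37 to −2.25 on the log2 scale and passed the threshold in 5 of 13 alternatives with an adjusted p. Sevir.1G183300 ranged from 1.73 to 2.07 and passed in 4 of 13. In cluster 4 or its best match, Sevir.9G001000 ranged from −2.78 to −2.47 and Sevir.9G149100 from 2.16 to 2.86, and each passed in 7 of 17. Why the calls changed was not tested.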

Other observations

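Of the tests in this part, the matching of cells and UMIs per cell, the sum of wild-type replicates 2 and 3, the comparison of other splits for genes in shared stretches, and the test of linked segments were chosen after the result was seen. Wild-type replicate 1 lay closer to shr2 replicate 1 (0.439, SD of log2 CPM ratios) than to wild-type replicates 2 and 3 (0.681 and 0.679). With 3197 cells per library thinned to 6646 UMIs each, the distances were 0.453 against 0.703 and 0.6995, which argues against unequal depth. Without the 100 most abundant genes they were 0.441 against 0.681 and 0.679, so a few abundant genes did not make the pattern. Inside clusters, with cells and UMIs per cell matched, wild-type replicate 1 stayed closer to shr2 replicate 1 in 6 of 6 clusters, and in 13 of 14 clusters with 3 neighbours from every library. In the exception the distances were 0.678 to shr2 replicate 1 against 0.675 and 0.684. This argues against a different mix of these clusters as the whole cause, while a different mix of cells inside clusters was not tested. For a mislabelled sample, 32 genes were chosen that differed at least 8-fold between shr2 replicate 2 and wild-type replicates 2 and 3. At 26 of them wild-type replicate 1 lay on the wild-type side, and at 22 of them shr2 replicate 1 lay on the shr2 side, which argues against a swap of their labels, though 6 and 10 genes lay on the other side. The choice of genes took the label of shr2 replicate 2 as right. A swap of wild-type replicate 1 with shr2 replicate 2 was therefore not tested and stays open. Also open is a difference in growth, protoplasting or library preparation shared by the first replicate of each genotype. The labels give no such batch, and no biological explanation was tested.

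With wild-type replicate 1 and shr2 replicate 1 as a library set and the other 3 libraries as another, and the sets as a block, 2480 genes were called over all cells. With wild-type replicates 2 and 3 summed to 1 sample the count was 65, and 4028 genes had an unadjusted p under 0.05 against 5841. The sum removes the closeness of wild-type replicates 2 and 3 but also leaves 1 residual degree of freedom, so these reasons for the lower count cannot be told apart. Over the 6 clusters the counts were 895 and 891, but single clusters moved both ways: from 59 to 0 in cluster 4 (1733 at an unadjusted p under 0.05), from 237 to 0 in cluster 11 (774 at that p), from 372 to 117 in cluster 6 and from 213 to 751 in cluster 12. As a test of differences between libraries inside the sets rather than genotype, the shr2 label was moved inside the sets. Of the 6 assignments, 1, the real one, gave as many genes. The other 5 gave 0 genes each and 95 to 574 genes at an unadjusted p under 0.05, against 5841 for the real labels. However, 4 of the other 5 put the similar wild-type replicates 2 and 3 on opposite sides, which may by itself keep calls low. Only 2 assignments, the real one included, keep them together. The other of these treats wild-type replicate 1 and shr2 replicate 2 as shr2. It gave 0 genes and 574 at an unadjusted p under 0.05. With only 1 such comparison, genotype and differences between libraries cannot be told apart by this count. Among the 10 splits of the 5 libraries without a block, only the split into the 2 library sets gave calls, 2898 genes. At an unadjusted p under 0.05, 3 of the 10 splits gave at least the 1960 genes of the genotype split, itself included, and all 3 keep wild-type replicates 2 and 3 together.

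Between the genotypes, 10 genes were separated at least 8-fold in every library (6 higher and 4 lower in shr2), counted against a floor of 3 counts and with at least 30 counts in each library of the higher genotype. Differences between library sets rather than genotype were tested with the other splits. The split into library sets gave 12 such genes, the others at most 6. The number of strongly separated genes therefore does not single out genotype. A different mix of cells is argued against by the clusters. In 16 of 16 pairs of gene and cluster with at least 30 counts over the 5 libraries the direction was the same, and the log2 difference was a median of 1.15 times that over all cells. Reads moving between neighbouring gene models would give a neighbour that changes strongly the opposite way and keeps the sum of the pair similar. Of the 10 genes, 0 had such an offsetting neighbour within 5 places in the gene list. Neighbours that changed the opposite way without offsetting the gene were not counted.

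Genes ranked first by the genotype test lay somewhat close to each other in the order of the identifiers. Of the first 100 genes, 92 pairs shared a stretch of 500 places, against a median of 70.0 for 10000 random draws matched on expression (permutation p = 0.0167, one-sided). The adjusted p over the 10 splits was 0.0835. Over 9 combinations of gene number and stretch length, which overlap, p ranged from 0.0002 to 0.0274. In the order of the identifiers, 22 of the 100 genes carried the prefix 1, against 12.1 expected. Linked chromosome segments that differ between the 2 plant lines are a candidate explanation, which the 92 pairs alone cannot decide. Of the 9 other splits, 7 gave 64 to 81 pairs (permutation p from 0.108 to 0.761). The split of wild-type replicates 1 and 2 from the other libraries gave 88 pairs (permutation p = 0.0344), and that of wild-type replicate 1 and shr2 replicate 2 gave 98 (permutation p = 0.006). Neighbouring genes that vary together in any comparison thus stay open as an explanation. With 1 gene kept of those within 5 places of each other, 76 pairs remained among 95 genes. Random draws gave a median of 63.0 and an upper limit of 82.0 (permutation p = 0.0826, one-sided). Dropping close genes lowers the count of pairs by itself. Tandem copies and overlapping gene models may thus contribute, but this count cannot decide it. On simulated sets of 100 genes, 1 of 20 random sets and 20 of 20 sets with planted stretches gave p under 0.05. The planted stretches were fuller than the fullest stretch found here, which held 6 genes. The 20 of 20 therefore does not show that an excess as small as 92 against 70.0 pairs would be found. An excess with p under 0.05 thus also arose in 2 splits other than genotype.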
